A study of Homo sapiens with 22 samples.

How the data were processed

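The samples were cultures of K562, a human leukemia cell line, that received 25 nM PMA, a phorbol ester used to drive the line toward a megakaryocyte-like state, for 0, 6 or 72 h. Per the labels' protocols, cells were fixed with 1% formaldehyde for 10 min and divided into aliquots of 500000 cells, and libraries were made with a KAPA Hyperprep kit. The sample titles abbreviate the assay as CNR, taken here as CUT&RUN, in which a nuclease directed by an antibody releases DNA fragments beside the bound protein or histone mark. Antibodies were against H3K27ac (acetylated lysine of histone H3, found at active promoters and enhancers), CTCF (an insulator protein), Jun (a subunit of the AP-1 transcription factor) and Rad21 (a subunit of the cohesin ring). Each sample was assigned to its group from its title, giving 22 libraries in 11 groups of 2. Rad21 was sampled at 0 and 72 h, and the other antibodies at all 3 time points.

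Deposited files of 2 kinds were used. The 4 region tables, 1 per antibody, hold the authors' raw read counts per region and library as whole numbers, and per the file headers also the authors' log2 fold change of each later time point against 0 h, the authors' adjusted p-value and a label per region. Aligner, counting tool, region building and the authors' test are not stated in the labels or headers. In each of the 3 tables with 2 later time points, both columns of adjusted p-values in the authors' deposited table held identical values. The 22 peak lists, 1 per library, are in narrowPeak form, so the deposited peaks belong to single libraries. Whether the authors also called peaks on pooled libraries is not stated. The lists were used as given. The lists hold each peak's position, the authors' fold enrichment (a ratio) and the authors' −log10 p-value and −log10 q-value. The caller and its control are not stated in the labels. The lowest −log10 q in the deposited lists ranged from 2 to 2.35. Peak scores were used only to rank or filter peaks within a list.

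No file names its genome build. All tables contain contigs named as in GRCh38, and regions on chromosome 20 reach position 64331078 in the Rad21 table. Coordinates are given 1-based, with 1 added to each start in the deposited tables. Gene names and the nearest gene came from a RefSeq gene table of the assembly GRCh38.p14, whose own coordinates are not printed. That table gives gene spans without strand, exons or introns, so a region is described only as overlapping a gene span or lying outside it.

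Counts in regions are not the sequencing depth, which was not used here. Total counts in regions ranged from 12634261 to 27266241 per library for H3K27ac, from 2553677 to 6068421 for CTCF, from 4766421 to 18883962 for Jun and from 4398797 to 7285286 for Rad21. The median count per region was lowest in a Jun library (13) and highest in an H3K27ac library (94). Intervals on ratios of small counts are exact binomial 95% intervals and cover counting error only, since sequenced fragments need not be independent molecules. A floor of 3 counts was used for folds against a group with 0 counts.

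For each antibody, edgeR 4.0.16 (R 4.3.3) was run on the deposited counts: filterByExpr by group, TMM scaling, and glmQLFit with glmQLFTest over all time points of that antibody, without a replicate block. Regions with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. The script was tested on simulated counts with the real means and library sizes in which 200 regions changed 4-fold. The changed regions were drawn from those with a mean CPM at or above the median, so recovery of weaker regions was not tested. For 72 against 0 h the script recovered 200 of the changed regions among 94865 H3K27ac regions, 184 among 58156 CTCF regions, 191 among 132947 Jun regions and 165 among 83750 Rad21 regions. False calls made up 12.7%, 10.7%, 10.3% and 6.25% of the simulated calls, in the same order, above the nominal 5% in each case. Because the contrasts at 6 and 72 h share the 0 h libraries, unchanged groups were also simulated 5 times each for H3K27ac, CTCF and Jun.

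Consensus peaks were peaks of replicate 1 that overlapped a peak of replicate 2 at the same time point by at least 1 bp, and peak sets were compared by the same overlap with GenomicRanges 1.54.1. Numbers of peaks were compared by an exact permutation test over the time points of an antibody. The smallest p that test can give is 0.067 for 3 groups of 2 and 0.333 for 2 against 2, so it could not reach 0.05. Sets of regions were tested with camera at a preset correlation of 0.01 and with fry (limma 3.58.1).

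The regions named were chosen by a rule. For each antibody and contrast against 0 h, they were the 2 with the largest and the 2 with the smallest log2 fold change among called regions whose mean CPM was at or above the median and in which both libraries of one time point lay above both of the other. CPM values were computed here from the deposited counts with TMM factors. A list of 17 genes was also fixed. For each, the region with the highest mean CPM within 1 kb of either end of the gene span was used for H3K27ac and Jun. The rule had asked for the transcription start, but without strand the start could not be told from the other end, and the region used can belong to a neighbouring gene.

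These choices and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, total count scaling, no filter, a mean count of at least 50, a replicate block, abundance-dependent loess offsets, fits of only the time points compared, a stricter −log10 q, other overlap rules, the top 20000 peaks, and leaving out each library. The 2 alternatives chosen after seeing the data were TMM factors from regions with a deposited peak in every library of the antibody, and autosomes and X only. The motif comparison and the GC correction that were planned need a genome sequence and were not run. The labels give no batch, and no control antibody was used here.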

Results

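Chromatin from K562 cells was profiled with 4 antibodies during treatment with 25 nM PMA, in 22 libraries that fall into 11 groups of 2. H3K27ac, CTCF and Jun were profiled at 0, 6 and 72 h, and Rad21 at 0 and 72 h. The series concerns chromatin loops during differentiation, and the question addressed here is which regulatory features changed with time. Total counts in regions were 19963875 and 21772218 for H3K27ac at 0 h, 12634261 and 18775241 at 6 h and 26216577 and 27266241 at 72 h. For CTCF they were 3922842 and 2898327, 3982169 and 2553677, and 3866685 and 6068421 at the same times. For Jun they were 7952946 and 8600736, 4766421 and 5531183, and 17245043 and 18883962. For Rad21 they were 6459342 and 4398797 at 0 h and 7285286 and 5863983 at 72 h. The share of these counts on the mitochondrial chromosome was 25.9% ± 2.58 (SD, n = 2) for Jun at 0 h and 8.83% ± 0.344 (SD, n = 2) at 72 h.

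Replicates of a group had different counts, with a chi-square per degree of freedom between 2.16 (Jun at 72 h) and 8.06 (CTCF at 6 h), so no library repeats another. Across regions, which are not independent replicates, Pearson's r of log2 CPM between replicates was 0.974, 0.964 and 0.981 for H3K27ac at 0, 6 and 72 h. It was 0.903, 0.85 and 0.921 for CTCF, 0.9, 0.831 and 0.96 for Jun, and 0.849 and 0.88 for Rad21 at its 2 time points.

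The number of deposited peaks per library was compared over time for each antibody. H3K27ac had 42488.5 ± 514 peaks (SD, n = 2) at 0 h, 38313.5 ± 1930 at 6 h and 65707 ± 622 at 72 h. Jun had 33354.5 ± 2430, 29661 ± 8080 and 95715.5 ± 4790 peaks at these times. CTCF had 30830.5 ± 3960, 22417.5 ± 6190 and 33981.5 ± 9650 peaks. Rad21 had 46842.5 ± 17200 peaks at 0 h and 29367.5 ± 5210 at 72 h. The ratio of the mean at 72 h to that at 0 h was 1.55 for H3K27ac, 2.87 for Jun, 1.1 for CTCF and 0.627 for Rad21. Limiting H3K27ac to peaks with a −log10 q of at least 10 moved its ratio most, to 1.44. The exact permutation p over the time points, one-sided for the spread between group means, was 0.067 for H3K27ac, 0.2 for Jun, 0.4 for CTCF and 0.333 for Rad21. The design could not give a p under 0.067 with 3 time points or under 0.333 for Rad21. For H3K27ac and Jun the difference between 0 and 72 h was larger than the spread between replicates. For CTCF it was not, and for Rad21 it was about as large as the SD at 0 h. Total counts in regions were also highest at 72 h for H3K27ac and Jun. Peak numbers were not adjusted for depth, so how far depth accounts for these differences is not known.

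**Figure D1:**
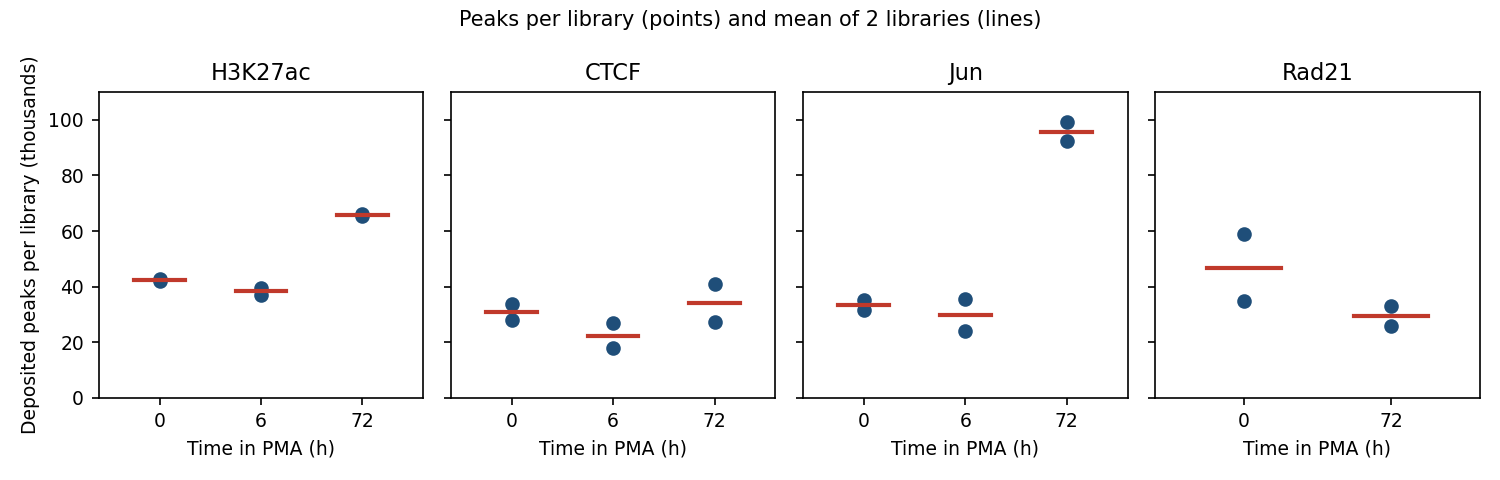
Number of deposited peaks in each library by time of PMA treatment, for each antibody, with points for single libraries and a line for the mean of 2. Jun rose from a mean of 33354.5 peaks at 0 h to 95715.5 at 72 h, and the Rad21 libraries at 0 h differed by more than those at 72 h.

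On average over time points, 79.8% of H3K27ac peaks, 73.7% of CTCF peaks, 75% of Jun peaks and 52.2% of Rad21 peaks overlapped a peak of the other replicate. Consensus peaks numbered 35078 at 0 h and 53691 at 72 h for H3K27ac. Of the former 73.6% overlapped a peak of the later set, and of the latter 44.6% overlapped one of the earlier set. For Jun, with 25381 and 79947 consensus peaks, these shares were 86.5% and 27.2%. With the top 20000 peaks of each library the Jun shares were 46.5% and 44.7%, so their inequality depends on peak numbers. For CTCF, with 22992 and 24447 consensus peaks, the shares were 78.8% and 75.2%. For Rad21, with 20482 and 16494, they were 45.4% and 56%, but the first ranged from 18.5% to 62.8% when single libraries were left out. Leaving out a library put the full peak list of the other replicate in place of the consensus peaks. Such ranges therefore also reflect the loss of the consensus filter. Of CTCF consensus peaks, 41.5% overlapped a Rad21 consensus peak at 0 h and 28.1% at 72 h, against 0.809% and 0.679% for peaks placed at random on the same chromosomes. Leaving out single libraries gave 33.1% to 55.1% at 0 h and 26.6% to 42.6% at 72 h, so these ranges overlap. They pool drops of both antibodies. Leaving out a CTCF library gave 36.2% and 33.1% at 0 h, against 26.6% and 27.3% at 72 h. Leaving out a Rad21 library gave 55.1% and 54.4% at 0 h, against 34.3% and 42.6% at 72 h. Within each antibody the share was therefore higher at 0 h. Of Jun consensus peaks, 52.8%, 48.2% and 47% overlapped an H3K27ac consensus peak at 0, 6 and 72 h, against 1.56%, 1.13% and 2.38% at random.

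H3K27ac was compared between time points to ask where this mark of active elements changed. Of 94865 tested regions, edgeR called 55574 at 6 against 0 h (30611 higher, 24963 lower), 77289 at 72 against 0 h (41192 higher, 36097 lower) and 60561 at 72 against 6 h (31367 higher, 29194 lower). The alternative that moved the number for 72 against 0 h most was a mean count of at least 50, with 47611 calls among 55879 regions. The split by direction depended on scaling. At 6 against 0 h 55.1% of calls were higher, against 71.8% with total counts scaling and 46.6% with loess offsets. Total counts scaling moved the median log2 fold change of all regions from 0.20 to 0.53 at 6 h and from 0.19 to 0.42 at 72 h, so directions are relative to the TMM factors.

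Among the H3K27ac regions selected for 72 against 0 h, that on chromosome 15 from 32773669 to 32775112, in the span of FMN1, had 0 counts in both 0 h libraries and 46.7 ± 4.31 CPM (SD, n = 2) at 72 h. It was at least 570-fold higher, with an adjusted p of 8.77e-18. On chromosome 21, the region from 41254194 to 41255549, in the span of BACE2, also had 0 counts at 0 h and reached 40.7 ± 4.26 CPM (SD, n = 2), at least 497-fold higher with an adjusted p of 1.57e-18. On chromosome 13, the region from 76027892 to 76028810, with LINC00561 as its nearest gene, fell from 19.3 ± 2.22 to 0.109 ± 0.0509 CPM (SD, n = 2), a log2 fold change of −7.39 (SE 0.31, adjusted p 4.42e-17). On chromosome 17, the region from 53746418 to 53746870 held 168 and 155 counts at 0 h against 0 and 2 at 72 h, a scaled ratio of 243 (95% counting interval 66.8 to 2020). Its log2 fold change of −7.71 became −6.81 without replicate 1 at 72 h and −10.45 without replicate 2, which held the 2 counts. At 6 h, the 2 regions selected as higher were at least 102-fold higher (chromosome 1, 9210571 to 9211085) and at least 87-fold higher (chromosome 6, 169162752 to 169164013). The 2 selected as lower had log2 fold changes of −4.68 (the chromosome 13 region) and −4.45 (chromosome 6, 39998819 to 40000028).

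Jun was compared in the same way, to ask where AP-1 binding changed. Of 132947 tested regions, 33612 were called at 6 against 0 h (17446 higher, 16166 lower), 71387 at 72 against 0 h (37175 higher, 34212 lower) and 34821 at 72 against 6 h (16935 higher, 17886 lower). At 72 against 0 h 52.1% of calls were higher. This share was 74.4% with total counts scaling, 81% with factors from regions that had a peak in every library, 48.1% with loess offsets and 43.5% with DESeq2, so the majority direction changed with the scaling and the tool. The median log2 fold change over all regions was 0.17 with TMM, 0.73 with total counts and 0.94 with factors from regions with a peak in every library. Total counts include the mitochondrial chromosome, whose share fell from 25.9% at 0 h to 8.83% at 72 h. Such a fall raises the other regions under total counts scaling. How much of the shift it accounts for was not tested.

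The Jun region on chromosome 2 from 71841620 to 71842227 held 1 and 0 counts at 0 h against 270 and 277 at 72 h, a scaled ratio of 170 (95% counting interval 30.3 to 6720). Its log2 fold change of 7.21 became 10.24 without replicate 1 at 0 h, which held the 1 count, and 6.30 without replicate 2. The region on chromosome 14 from 94388566 to 94389200, in the span of SERPINA1, held 0 and 2 counts against 174 and 221, a ratio of 61.3 (interval 16.9 to 508). Its log2 fold change of 5.83 became 4.90 without replicate 1 at 0 h, and 9.76 without replicate 2, which held the 2 counts. The region on chromosome 1 from 205157044 to 205158388, in the span of DSTYK, fell from 37.8 ± 1.59 to 1.36 ± 0.652 CPM (SD, n = 2), a log2 fold change of −4.76 (SE 0.28, adjusted p 9.65e-10), or −5.45 without replicate 2 at 72 h. On chromosome 12, the region from 19613709 to 19614089 had a log2 fold change of −5.02 (SE 0.67, adjusted p 2.84e-06), or −5.81 without replicate 2 at 72 h.

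CTCF was compared to ask whether insulator binding changed. Of 58156 tested regions, 1542 were called at 6 against 0 h (1353 higher, 189 lower), 3951 at 72 against 0 h (2368 higher, 1583 lower) and 1266 at 72 against 6 h (261 higher, 1005 lower). These counts moved more with the processing than those of H3K27ac did: at 72 against 0 h they ranged from 469 with a mean count of at least 50 to 11351 when only those 2 time points were fitted. Total counts scaling changed the majority direction at 72 against 6 h, from 20.6% higher to 81.5% higher, and moved the median log2 fold change of all regions to 0.42. The mitochondrial share of these total counts fell from 25.5% ± 7.15 (SD, n = 2) at 6 h to 9.59% ± 0.059 at 72 h. That fall raises the other regions under total counts scaling, to an extent that was not tested.

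The CTCF region on chromosome 17 from 47895745 to 47896428, in the spans of SP2 and SP2-DT, fell from 105 ± 39.4 to 11.8 ± 3.35 CPM (SD, n = 2) at 72 h, a log2 fold change of −3.12 (SE 0.32, adjusted p 0.000682). It was also selected at 6 h, with a log2 fold change of −2.60 (SE 0.32, adjusted p 0.00052). The region on chromosome 21 from 46184397 to 46184865, in the span of SPATC1L, had a log2 fold change of −2.91 (SE 0.32, adjusted p 0.000782) at 72 h. On chromosome 16, the region from 87580722 to 87581249 rose from 1.85 ± 0.45 to 16.1 ± 1 CPM (SD, n = 2), a log2 fold change of 3.14 (SE 0.48, adjusted p 0.00352). A larger rise at 72 h was selected on the contig 14_GL000194v1_random from 101150 to 101642, at 3.38 (SE 0.54, adjusted p 0.00467). The other region selected as lower at 6 h, on chromosome 17 from 82367846 to 82368250, had −2.60 (SE 0.46, adjusted p 0.00273). That value ranged from −4.03 to −1.98 as single libraries were left out.

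Rad21 was compared between 0 and 72 h to ask whether cohesin changed. Of 83750 tested regions, 19527 were called, 12906 higher and 6621 lower. The share called higher was 66.1%, against 48.8% with total counts scaling, 77% with DESeq2 and 51.8% with a mean count of at least 50. Total counts scaling moved the median log2 fold change from −0.05 to −0.24. The region on chromosome 13 from 80040595 to 80041090 held 0 and 1 counts at 0 h against 84 and 55 at 72 h, a scaled ratio of 128 (95% counting interval 22.7 to 5100). Its log2 fold change of 6.68 became 5.65 without replicate 1 at 0 h and 9.14 without replicate 2. The regions selected as lower rested on 1 library. That on chromosome 9 from 137949812 to 137950192, in the span of CACNA1B, had 673 and 10 counts at 0 h and 5 and 9 at 72 h. Its log2 fold change of −5.52 (SE 0.94, adjusted p 0.000221) became −0.79 without replicate 1 at 0 h. That on chromosome 21 from 10521248 to 10521628, in the span of TPTE, went from −4.21 (SE 0.74, adjusted p 0.000309) to −1.07 in the same way.

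**Figure D2:**
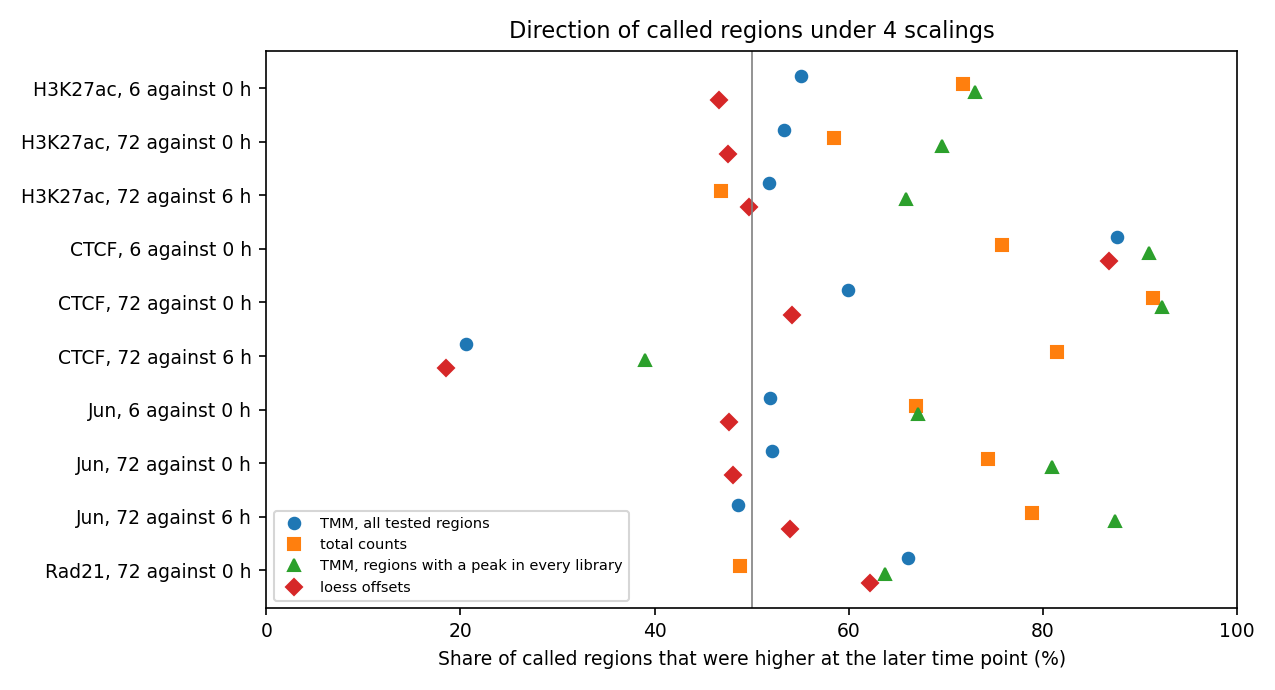
Share of called regions that were higher at the later time point, in percent, for each antibody and contrast under each scaling. For CTCF at 72 against 6 h the share went from 20.6% with TMM to 81.5% with total counts scaling.

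Regions changed at least 2-fold by group means, without a test, were also counted. For H3K27ac they numbered 27541 at 6 against 0 h, 54387 at 72 against 0 h and 32191 at 72 against 6 h. For Jun the numbers were 31302, 53983 and 25987, for CTCF 7646, 12482 and 8701, and for Rad21 24402 at 72 against 0 h. The CTCF regions split into 5491 higher and 2155 lower at 6 against 0 h, but most were lower without replicate 1 at 6 h. At 72 against 6 h they split into 5584 higher and 3117 lower, opposite to the calls (261 higher, 1005 lower). The CTCF number for 72 against 6 h became 15317 without replicate 1 at 6 h and 13472 with total counts scaling.

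Early and late changes were compared to ask whether regions changed at 6 h were also changed at 72 h. Of H3K27ac regions called at 6 against 0 h, 89.8% (49902) were called at 72 against 0 h, with 26156 higher at both, 22165 lower at both and 1581 in opposite directions. For Jun the share was 82.7% (27800 regions, 362 in opposite directions), and for CTCF 21% (324 regions). Among all tested regions, 77289 of 94865 H3K27ac, 71387 of 132947 Jun and 3951 of 58156 CTCF regions were called at 72 against 0 h. A high H3K27ac share would therefore be found even if the calls at both times were unrelated. Across regions the log2 fold changes of both contrasts had a Pearson's r of 0.838 for H3K27ac, 0.675 for Jun and 0.62 for CTCF. Both contrasts share the 0 h libraries, and simulated unchanged groups gave r of 0.516, 0.53 and 0.513. In those simulations a mean of 2.8 H3K27ac regions, 0 Jun regions and 0.2 CTCF regions were called at both times. The simulated groups held no changed regions, so they do not show the overlap that unrelated changes would give.

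H3K27ac was then measured where Jun changed, with regions sorted by the Jun libraries. At the 21938 H3K27ac regions overlapping a Jun region called higher at 72 against 0 h, the median log2 fold change of H3K27ac was 2.85 above that of 22665 regions overlapping unchanged Jun regions. The SD of library scores was 0.074, and the difference was 2.77 with groups at 0 counts set to their bound (camera p 5.92e-67, adjusted 1.18e-66). At 23510 regions where Jun was called lower the difference was −1.58 (SD 0.05, camera p 1.55e-27, adjusted 1.55e-27). Of the former 96.2% were called higher for H3K27ac and of the latter 70.8% were called lower, against 51.9% higher and 19.5% lower among the unchanged. With total counts scaling the difference where Jun was lower became −0.90, at 13490 regions. Rad21 was measured where CTCF changed. At 1847 regions where CTCF was higher the difference in median log2 fold change was 1.71 (SD 0.071, camera p 1.36e-62, adjusted 2.72e-62) against 35316 regions where it was unchanged. At 1307 regions where CTCF was lower it was −0.58 (SD 0.06, camera p 1.02e-15, adjusted 1.02e-15). All 4 calls held under fry, with adjusted p of 2.69e-05 for both Jun sets, 0.00326 for CTCF higher and 0.024 for CTCF lower. Regions are not independent replicates.

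Regions near the fixed list of genes were examined for H3K27ac and Jun. PF4 had no tested region for either, and ITGB3 and GP1BA had none for Jun. For H3K27ac, 12 of 16 genes were called at 6 h (4 higher, 8 lower) and 12 at 72 h (5 higher, 7 lower), and 12 and 12 adjusted over the list alone. For Jun, 6 of 14 were called at 6 h (0 higher, 6 lower) and 10 at 72 h (1 higher, 9 lower), and 6 and 11 adjusted over the list alone. H3K27ac at KLF1 fell from 68.8 ± 0.16 to 2.18 ± 0.369 CPM (SD, n = 2) at 72 h, a log2 fold change of −4.98 (SE 0.14, adjusted p 8.51e-20), with both libraries lower. At GP1BA it was 1.47 (SE 0.34, adjusted p 0.000414). At ITGA2B it was −1.19 (SE 0.12, adjusted p 2.53e-09) at 6 h and −0.59 (SE 0.11, adjusted p 3.06e-05) at 72 h. At GP9 it fell from 4.24 ± 0.263 CPM to 2.09 ± 0.384 at 6 h (adjusted p 0.00414) and 2.85 ± 0.757 at 72 h (SD, n = 2). The log2 fold change at 72 h, −0.57 (SE 0.26, adjusted p 0.0456), was not called with DESeq2 (−0.53) and ranged from −0.87 to −0.32 as single libraries were left out. A listed gene that these numbers include is not reported here. The region used for THBS1 overlapped the span of LOC124903470, held 0 and 6 counts at 0 h and had a log2 fold change of 6.39 (SE 0.36, adjusted p 2.06e-14). It ranged from 5.47 to 11.26 as single libraries were left out, the upper value without the 0 h replicate 2 that held the 6 counts. The region used for ITGB3 overlapped EFCAB13-DT, and rose by 1.17 (SE 0.12, adjusted p 2.71e-09). The H3K27ac regions used for JUNB and FOSL1 overlapped the spans of HOOK2 and CCDC85B. Jun at JUN itself fell from 116 ± 1.54 to 20.1 ± 1.65 CPM (SD, n = 2), a log2 fold change of −2.52 (SE 0.21, adjusted p 1.27e-08). Total counts scaling changed the sign of no gene called with adjustment over all regions. It lost the calls of H3K27ac at JUNB, FOSL1 and GP9 at 6 h and at MYC, HBG1 and GP9 at 72 h. For Jun it lost those at GATA1 at 6 h and at FOS, FOSL1 and ITGA2B at 72 h. It added calls, all higher, of H3K27ac at JUN, EGR1 and MYC at 6 h and at JUNB at 72 h, and of Jun at MYC at both times. The H3K27ac split became 7 higher and 5 lower at 6 h and 6 higher and 4 lower at 72 h, so its majority direction changed with the scaling. The Jun split became 1 higher and 5 lower at 6 h and 2 higher and 6 lower at 72 h. HBG1 and HBG2 are near-identical copies, so their values are uncertain.

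**Figure D3:**
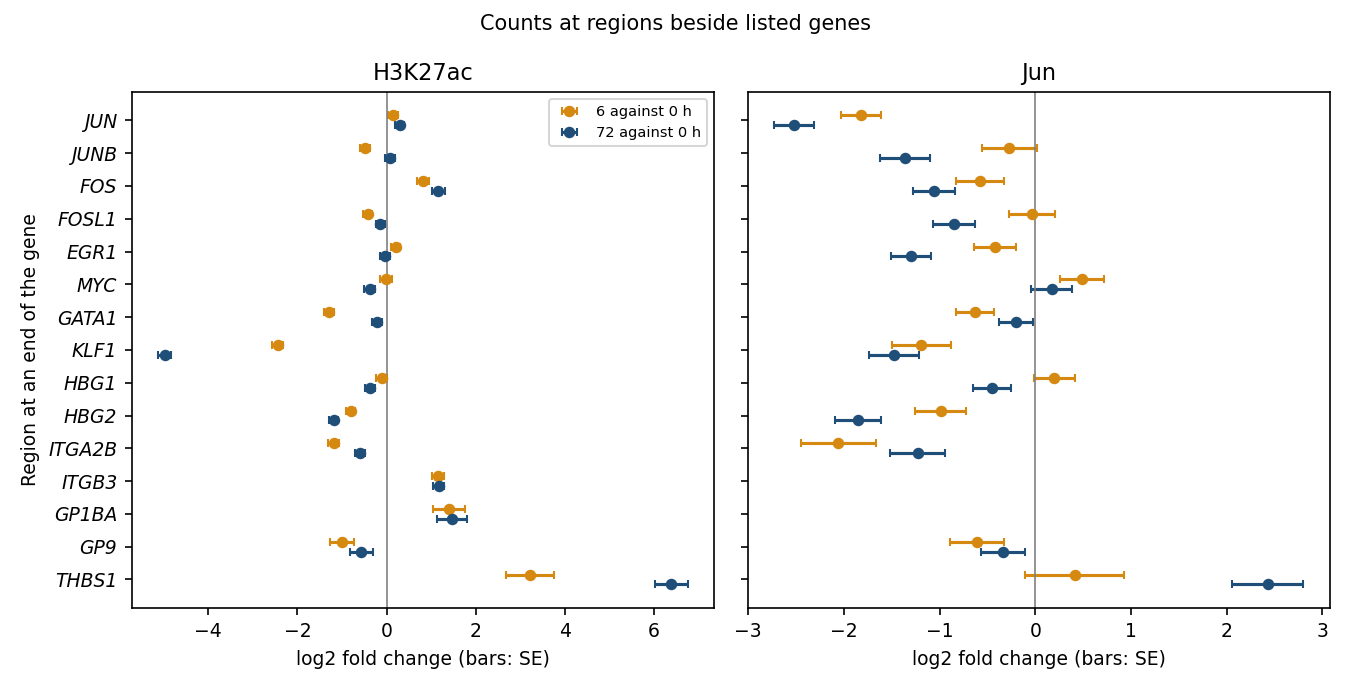
Log2 fold change at 6 and 72 h against 0 h for the region used for each listed gene that is reported, with bars of 1 standard error, for H3K27ac and Jun. H3K27ac at KLF1 had the lowest value at 72 h, −4.98, and the region used for THBS1 the highest, 6.39.

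The authors' deposited table labels 34089 H3K27ac, 14162 Jun, 828 CTCF and 1985 Rad21 regions as changed. These are the regions with an authors' adjusted p under 0.05 and a log2 fold change beyond 2 in size. The authors' adjusted p alone was under 0.05 at 69014, 44763, 1719 and 4144 regions, in the same order. The calls made here used no fold cut, so their numbers are not comparable with the labels. Across tested regions, the authors' log2 fold change for 72 against 0 h and that computed here had a Pearson's r of 0.983 for H3K27ac, 0.981 for Jun, 0.727 for CTCF and 0.872 for Rad21. For the 2 Rad21 regions that rested on 1 library, the authors' values were −0.09 (CACNA1B) and −0.18 (TPTE).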

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

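Of the tests below, the scaling by regions with a peak in every library was chosen after the data were seen, and the others were set once the pattern had been counted but before their own results were known. The pattern is a rise from 0 to 6 h followed by a fall from 6 to 72 h, with both steps called, which sets the direction of the early step against that of the late step. It was shown by 755 of the 1353 CTCF regions that were higher at 6 h, by 5008 of the 30611 H3K27ac regions and by 3516 of the 17446 Jun regions. Simulated unchanged groups gave means of 0, 0.6 and 0 such regions, in the same order. The mirror pattern, a fall and then a rise, was also found. It was shown by 3 of the 189 CTCF regions lower at 6 h, 3702 of 24963 H3K27ac regions and 1577 of 16166 Jun regions. With total counts scaling it was more frequent than the flagged pattern for Jun, at 2366 against 1896 regions. Only for CTCF was the flagged direction nearly the only one.

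For CTCF, a single aberrant library at 6 h is argued against. The libraries numbered 1 and those numbered 2 each showed a 2-fold rise and fall at 2445 and 1947 regions, and 1352 regions were common to both, 15.3 times the 88.4 that chance gives within strata of mean CPM. Scaling alone is argued against by a narrow margin: the lowest of the 3 other scalings still gave 383 regions, all of them among the 755. A signal common to all antibodies, such as accessibility, stays open. At these regions Jun rose from 0 to 6 h by 0.65 (log2, SD 0.094) more than at the other shared regions and then changed by −2.40. H3K27ac, at the 59 of these regions that overlap one of its own, changed by 0.96 and then −1.15 (SD 0.19). A transient gain of CTCF binding during treatment is a hypothesis that may hold beside it, and these values do not separate them.

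For H3K27ac, the pattern was found in both replicate numbers at 725 regions, 16.8 times the 43.1 expected by chance, which argues against one aberrant library. The lowest count under other scalings was 4194, with loess offsets, of which 2993 were among the 5008. Total counts scaling gave 9007, including all 5008, so the number depends on the scaling although the pattern does not vanish under these scalings. GC content was not examined, since no genome sequence was used, and the 6 h libraries had the fewest counts, so a technical explanation of another kind could remain. A transient gain of acetylation is a hypothesis.

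For Jun, 620 regions showed the pattern in both replicate numbers, 11.8 times the 52.6 expected by chance, which argues against one aberrant library. Scaling stays open: factors from regions with a peak in every library gave 1280 regions, 968 of them among the 3516, and total counts scaling gave 1896, 1447 of them among the 3516. Loess offsets gave 2415, 2167 of them among the 3516. The number of transient Jun regions may therefore depend on the choice of scaling, and a biological rise and fall of Jun binding remains an untested hypothesis.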

How the results depend on the processing

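The alternatives that used factors from regions with a peak in every library, and autosomes and X only, were chosen after the data were seen. Of the numbers of calls, 73 values under alternatives were within 1.5 times the reported one and 22 were not. With a mean count of at least 50, where fewer regions were tested, calls numbered 47611 (72 against 0 h) and 39620 (72 against 6 h) for H3K27ac, 525 (6 against 0 h), 469 and 234 for CTCF, 38565 and 22175 for Jun, and 4841 for Rad21. DESeq2 gave 1018 and 836 for CTCF at the later contrasts, 22350 for Jun at 6 against 0 h, 17998 for Jun at 72 against 6 h and 7659 for Rad21. For CTCF, total counts scaling gave 7180 and 4990 calls at the later contrasts and 536 called at both times, loess offsets 1993 at 72 against 0 h, fitting only the time points compared 11351, and factors from regions with a peak in every library 667 at 72 against 6 h. Except for the lower number of regions tested, the cause was not tested.

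The share of calls that were higher moved by over 10 points with scaling. With factors from regions with a peak in every library it went from 53.3% to 69.6% for H3K27ac at 72 against 0 h and from 51.8% to 65.9% at 72 against 6 h. At 6 against 0 h it went from 55.1% to 73% with these factors and 71.8% with total counts. For CTCF at 6 against 0 h it went from 87.7% to 75.8% with total counts, at 72 against 0 h from 59.9% to 91.4% with total counts and 92.3% with those factors, and at 72 against 6 h from 20.6% to 81.5% and 39%. For Jun it went from 51.9% to 66.9% and 67.1%, from 52.1% to 74.4% and 81%, and from 48.6% to 78.9% and 87.5%, and with DESeq2 the last was 38.1%. For Rad21 it went from 66.1% to 48.8% with total counts and 77% with DESeq2. Some moves under 10 points also changed the majority. H3K27ac went to 47.6% with loess offsets at 72 against 0 h. At 72 against 6 h it went to 46.9% with total counts and 49.7% with loess offsets. Jun at 6 against 0 h went to 47.7% with loess offsets, 48.1% with DESeq2 and 45.6% when only those time points were fitted.

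The replicate numbers do not pair the samples: the correlation of replicate differences between time points was 0.061, −0.022 and −0.0076 for H3K27ac, 0.12, 0.08 and 0.1 for CTCF, 0.038, −0.0031 and 0.0083 for Jun and 0.058 for Rad21, with 2 pairs each. With a replicate block, CTCF calls numbered 7141 at 72 against 0 h, 2229 at 72 against 6 h and 576 at both times. The block also brought H3K27ac at GATA1 (72 h) past the threshold at −0.20, and changed no other call reported.

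For peaks, requiring an overlap of 50% of both gave shares between replicates of 56.3% (H3K27ac), 61.7% (CTCF), 64.7% (Jun) and 39.7% (Rad21). Between 0 and 72 h it gave 48.5% and 31.9% for H3K27ac, 64.2% and 64.2% for CTCF, 69% and 21.9% for Jun, and 45.1% of late Rad21 peaks. The top 20000 peaks gave 60.9% and 58.4% for H3K27ac, 46.5% and 44.7% for Jun, 50.1% of late Rad21 peaks, 78.4% between CTCF replicates, 33.3% of CTCF peaks in Rad21 peaks at 0 h, and 43.2%, 37.3% and 41.6% of Jun peaks in H3K27ac peaks at 0, 6 and 72 h. An overlap of 50% of the smaller peak gave 44.4%, 43.6% and 43.9% for the last. A −log10 q of at least 10 gave a ratio of H3K27ac peak numbers of 1.44.

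Leaving out each library in turn gave ratios of peak numbers from 1.53 to 1.56 for H3K27ac, 0.881 to 1.32 for CTCF, 2.73 to 3.03 for Jun and 0.498 to 0.847 for Rad21. For the shares that follow, the full peak list of the other replicate replaced the consensus peaks, so the ranges also reflect the loss of that filter. Early peaks found late ranged from 66.6% to 77.3% for H3K27ac, 60.8% to 93.6% for CTCF, 77.7% to 90% for Jun and 18.5% to 62.8% for Rad21. Late peaks found early ranged from 39.3% to 48.6%, 52.8% to 84.6%, 22.9% to 33.5% and 39% to 64.7%, in the same order. CTCF peaks in Rad21 peaks ranged from 33.1% to 55.1% at 0 h and 26.6% to 42.6% at 72 h, and Jun peaks in H3K27ac peaks from 46.6% to 57.5%, 36.8% to 55.4% and 41.4% to 53.2% at 0, 6 and 72 h.

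Named regions and genes kept direction and side of the threshold in 234 values under alternatives; 14 were weaker, 6 stronger and 10 reversed. None of the reversed ones was called under TMM scaling with adjustment over all regions. Adjusted over the list alone, Jun at HBG1 at 72 h was called (edgeR, adjusted p 0.0385). With total counts scaling, H3K27ac became 0.10 at FOSL1, 0.19 at EGR1 and 0.03 at GATA1 at 72 h, and 0.33 at MYC and 0.22 at HBG1 at 6 h, while Jun became 0.16 at FOSL1 at 6 h, and 0.36 at GATA1, 0.11 at HBG1 and 0.22 at GP9 at 72 h. H3K27ac at EGR1 was 0.01 with DESeq2. The 2 Rad21 regions selected as lower were not called with DESeq2 (−5.47 and −4.17), and 1 library decided both. The differences between sets of regions kept direction and call under the 12 alternatives and direction in the 16 fits that left out a library. Their size changed most for H3K27ac where Jun was lower, from −1.58 at 23510 regions to −0.90 at 13490 with total counts scaling. The motif comparison and the replicate block with GC offsets were not run, since they need a genome sequence. Of 200 regions changed 4-fold in simulated counts, 165 were recovered for Rad21, 184 for CTCF, 191 for Jun and 200 for H3K27ac, so some changes of that size could not be detected for the first 3. How far depth, spread or the number of libraries accounts for this was not tested. All changed regions had a mean CPM at or above the median, so recovery among weaker regions is unknown for every antibody.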

Other observations

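All tests in this part were chosen after the values they rest on had been seen. CTCF and Rad21 counts rose at regions where Jun rose, including regions without a CTCF peak in any library. At 1419 CTCF regions of that kind the median log2 fold change at 72 against 0 h was 0.84 (SD 0.033) above that of 1557 regions where Jun did not change. For Rad21 the difference was 1.38 (SD 0.024) at 7733 regions without a CTCF peak, which can hold Rad21 peaks. At 2907 CTCF regions with a CTCF peak where Jun rose, the CTCF difference was larger, at 1.5 (SD 0.15). Where Jun fell, the CTCF difference was −0.46 (SD 0.047) without a CTCF peak and 0.16 (SD 0.22) with one. At regions without a peak the CTCF value could come from nuclease cutting of open chromatin that does not depend on the antibody. Such cutting may add to the CTCF calls at regions gained by Jun. The larger rise at regions with a CTCF peak does not decide whether a part depends on the antibody. The peaks that sorted the regions include those of the 72 h libraries, so regions with a large rise tend to fall there. Recruitment of CTCF at levels too low for a peak stays open, as no control antibody was used here. The Rad21 value does not bear on antibody-independent cutting, and recruitment of cohesin stays open.

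Jun regions called lower at 72 h could reflect a fall of background as gained sites took more of the reads. On the mitochondrial and Y chromosomes 95.9% of tested Jun regions were called lower (8 of 8 and 109 of 114), against 25.7% of all tested regions, with median log2 fold changes of −2.11 and −2.20. Such a fall predicts this, but a lower mitochondrial signal is not specific to Jun. The mitochondrial median was −1.29 for CTCF, whose share of counts there went from 20% to 9.59% although its peak numbers changed little, and 0.21 for Rad21. Of the mitochondrial regions, 0 of 7 were called lower for CTCF, 0 of 8 for Rad21 and 7 of 7 for H3K27ac. The Y medians were 0.25 for CTCF and 0.15 for Rad21. Regions on the Y chromosome held only 0.13% of Jun counts at 0 h and 0.044% at 72 h. Whether those reads were placed correctly was not tested, for any antibody. Of the 8039 Jun-lower regions on autosomes and X without a Jun peak at 0 h, 2696 were still called lower with factors from regions with a peak in every library, against 12556 of 25502 with such a peak. At 3744 of the 8039, H3K27ac could be measured in its own libraries. Its log2 fold change was −1.85 (SD 0.056) relative to regions where Jun did not change, and its own median there was −1.11. This leaves the explanation open, since H3K27ac medians on the mitochondrial and Y chromosomes were also negative, at −1.20 and −1.56. A loss of Jun binding during treatment stays open beside it.

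The direction labels in the authors' deposited table often differ from the sign of the authors' own fold change for the same region. The fold change used was the one of larger size among those at 6 and 72 h. Among 34089 changed H3K27ac regions 60.5% matched, against 60.1% after shuffling the labels, among 14162 Jun regions 50% against 50%, and among 828 CTCF regions 91.3% against 91.7%. With the fold change at 72 h the CTCF share was 83.7%. All 1985 Rad21 labels matched, against 91.6% after shuffling. Labels placed on other regions than those they were made for are a candidate explanation. Labels made from the contrast between 6 and 72 h are argued against, since 59.2% matched that sign against 58.8% after shuffling. No biological explanation was tested, and the direction labels were not used here.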
